A study of Drosophila melanogaster with 2 samples.

How the data were processed

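Single-cell RNA sequencing of brains of Drosophila larvae in the third instar was re-analysed from the deposited tables. Per the labels, 2 libraries were made with droplet-based 3 prime chemistry. 1 library held fresh cells of a hybrid made from DGRP-551, a line of the DGRP panel of inbred Drosophila strains. The other library held methanol-fixed (MeOH) cells pooled from 7 DGRP lines, named DGRP-45, DGRP-136, DGRP-382, DGRP-409, DGRP-502, DGRP-639 and DGRP-761. Per the labels, strain and fixation therefore differed together, with 1 library per group. The groups follow the fixation field and the titles, since the protocol text of both samples describes methanol fixation. The deposited metadata gives the fresh cells the genotype code line_M1 rather than a DGRP number, so their strain rests on the sample label.

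The deposited matrices hold counts, namely UMIs (unique molecular identifiers, 1 per captured transcript) per gene and cell barcode. By the names of the deposited files, the count matrices came from Cell Ranger, and a further matrix holds the MeOH barcodes that demuxlet assigned to a line. Per the file headers, each barcode of that matrix carries its line. The genome build, the annotation and the software versions are not stated there, so no gene positions are given. The matrices have 17473 gene rows, identified by symbol alone. Of these symbols, 13848 matched the current Drosophila gene table, and 17423 matched it as a symbol or a synonym. All 2937 columns of the demultiplexed matrix equalled the column of the same barcode in the Cell Ranger matrix, although 28 gene rows were named differently.

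The deposited metadata table lists 5056 cells with cluster numbers and, for some clusters, a cell type name. Its column names, per the file headers, are those of a Seurat object with integrated runs and graph clustering. In the deposited table the mitochondrial content is a percent of each cell's UMIs, the embedding coordinates are scores without a unit, and the total per cell is a count. The deposited para column is a natural log, ln(1 + CPM), where CPM is the count scaled to an equal total, so that 10000 CPM is 1% of UMIs. It equalled that value computed from the para counts of the matrices and the deposited totals in all 5056 cells. The deposited totals lay within 47 UMIs of the matrix totals.

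Cells were grouped by the deposited cell type names where these existed. Names of neuroblast and ganglion mother cell (GMC) clusters were used as given. AST, ENS and CTX were taken as glia, and SUR, Lamina and the Hey+ neurons were kept apart. A cluster that has only a number was called neuronal when at least 3 neuronal markers of a fixed list reached 2 times their level in the cells named as glia, neuroblasts, GMC, SUR and Lamina. By this rule cluster 1, with 8 such markers, and cluster 31, with 5, would be neuronal. Against the rule both were left unnamed, a choice made after seeing the data. Cluster 1 came mostly from 1 library, with glial genes among its leading genes. In cluster 31 elav had 168 CPM and nSyb 85.1 CPM, below every cluster called neuronal. A neuronal cluster was called mature-like when at least 4 of 6 mature neuron markers (nSyb, Syt1, brp, Syx1A, Snap25 and cpx) reached 1.5 times their level in all neurons. This gave clusters 3 and 33 and the cells named G-KC, and the remaining neurons are called other neurons. By summed counts the leading genes of cluster 3, which has 347 cells, included neuropeptide genes such as Ilp2, Crz and Dsk. Mature-like neurons may therefore differ from other neurons in type as well as in maturity, and the rule does not separate these. The sodium channel gene para was in none of the marker lists. The planned contrast of mature with immature neurons became mature-like against other neurons, since too few Hey+ neurons fell in each line.

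Counts were summed per class and given as CPM with exact Poisson 95% intervals. Shares of cells have exact Clopper-Pearson 95% intervals. A count of 0 is given with the level that 3 counts would reach. Intervals and these limits cover counting error only, not the spread between preparations. To compare cells at 1 depth, neurons were thinned at random to 3300 UMIs. All 1724 fresh neurons reached this depth, as did 883 MeOH neurons, and 866 MeOH neurons were left out.

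The 7 lines of the MeOH library served as replicate units. Differences of para between classes were taken per line as log2(CPM + 10) in lines with at least 20 cells of both classes and tested with an exact two-sided sign-flip permutation test, with Benjamini-Hochberg adjustment over 3 comparisons. Genes that accompany para were sought by summing the thinned UMIs of neurons with and without a para UMI per line, removing para itself. Lines needed at least 10 neurons of each kind, and all 7 had them. The sums were tested with the quasi-likelihood test of edgeR (version 4.0.16) with the line as block, its filter on low counts, TMM factors and Benjamini-Hochberg adjusted p under 0.05. The test was also run on cells matched on cluster within each line, in 10 random draws, beside draws of the same size that were not matched, an addition made after seeing the data. The same sums of the fresh library gave log2 ratios without a test. Named genes are the 10 with the smallest adjusted p among those that changed the same way in every line and in the fresh library, and members of the synaptic, ion channel and initial segment lists.

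Lists of synaptic, ion channel, receptor, initial segment, immature neuron, glial, activity-regulated, heat-shock, mitochondrial and ribosomal protein genes were each compared with 10000 random lists of the same size matched on mean expression. The percentile of a list's median log2 difference among these is given. Lists of glycolysis and proton pump (V-ATPase) genes were added after the data were seen. The libraries were compared over genes with at least 100 UMIs in both together, by log2 ratios of CPM with 0.5 UMIs added to each sum, without a test. The 5 largest ratios each way are named. The classes of result, tests, markers, the first 10 lists, the naming rules and most alternatives were chosen before the data were examined. The names of clusters, the mature-like rule and the alternatives that set cluster 1, cluster 31, other neurons, mature-like neurons or single cell classes apart, that take the synaptic list without the mature neuron markers or that leave out the cell with most UMIs of a gene were chosen after seeing the data.

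The edgeR step was tested on simulated counts of the comparison of neurons with and without a para UMI, over 2119 genes. Of 200 genes changed by 2 fold, 97.0% were called, 8 of 202 calls were false and 0 had the wrong sign. The sign-flip test over 7 units called 3.50% of simulated sets without a shift at 0.05. This rate does not describe the tests over 5 and 2 lines, which cannot reach 0.05. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3. Alternatives included DESeq2 (version 1.42.0), other normalizations, filters, depths, pseudocounts, cell minimums and cell definitions, and leaving out each line. Barcodes outside the metadata table entered no comparison, since no cell class is given for them there.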

Results

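The data are UMI counts of 5056 single cells from brains of larvae in the third instar, 2341 in the fresh library and 2715 in the MeOH library, with 1 library per group. The series concerns where the voltage-gated sodium channel gene para is expressed, and the comparisons below ask in which cells para transcripts occur and which other transcripts accompany them. The fresh library held 19752322 UMIs, with a median of 6598 per cell (95% interval 6477 to 6726). The MeOH library held 13232791 UMIs, with a median of 3564 (3482 to 3660). Median genes per cell were 1922 in the fresh and 1332 in the MeOH library. Mitochondrial transcripts took a median of 1.39% of UMIs per fresh cell and 2.28% per MeOH cell. Using all 3907 MeOH barcodes of Cell Ranger lowered the MeOH median to 3393 UMIs. Since each group had 1 library, no test was made between the libraries.

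Neurons made up 73.6% (71.8 to 75.4) of fresh cells and 64.4% (62.6 to 66.2) of MeOH cells. Mature-like neurons were 7.95% of fresh and 8.51% of MeOH cells. Neuroblasts were 6.11% of fresh and 4.90% of MeOH cells, GMC 9.31% and 6.26%, and glia 3.29% and 3.79%. The unnamed cluster 1 held 0.555% (0.296 to 0.948) of fresh cells against 14.6% (13.3 to 16.0) of MeOH cells. The definition of a neuron moved these numbers most. Cells with a UMI of elav or nSyb and none of repo were 2166 of 2341 in the fresh and 2386 of 2715 in the MeOH library. This marker rule is not specific to neurons. Over both libraries elav had 1163 CPM in the cells named CB GMC and 1479 CPM in those named OL GMC, against 404 CPM in cluster 3. Counting cluster 1 as neurons gave 2146 MeOH neurons in place of 1749.

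The gene para (FBgn0285944 in the gene table) had 948 UMIs in 439 fresh cells, or 48.0 CPM (45.0 to 51.1), and 1244 UMIs in 592 MeOH cells, or 94.0 CPM (88.9 to 99.4). Among fresh cells, neurons had 69.0 CPM (64.7 to 73.6), glia 1.20 CPM (0.0305 to 6.71) and neuroblasts 0.458 CPM (0.0116 to 2.55). The MeOH values were 143.7 CPM (135.2 to 152.6) in neurons, 12.8 CPM (5.53 to 25.2) in glia and 3.32 CPM (0.905 to 8.51) in neuroblasts. Neurons held 98.8% of the fresh para UMIs and 85.3% of the MeOH ones, and cluster 1 held 162 of the 1244 MeOH ones. No para UMI was seen in the 69 fresh Hey+ neurons, which allows up to 8.72 CPM, or in the 36 MeOH ones, which allows up to 19.4 CPM. Defining neurons by elav, nSyb and repo UMIs moved the fresh neuronal value most, to 52.5 CPM. Both sets held 937 para UMIs, in 2166 cells by that rule and in 1724 cells by cluster. At 3300 UMIs per cell, 13.3% (11.7 to 14.98) of fresh neurons and 29.6% (26.6 to 32.7) of MeOH neurons had a para UMI. The depth limit left out 817 other but 49 mature-like MeOH neurons, which raised the mature-like share of MeOH neurons from 13.2 to 20.6%. At the mix of all MeOH neurons the MeOH share was 25.8%, and at the fresh mix it was 24.5%. Glia, which should lack para, had a UMI in 1.30% of 77 fresh cells at a median of 8822 UMIs, against 24.9% of fresh neurons at a median of 6560.5 UMIs. In the MeOH library 3.88% of 103 glia at a median of 4816 UMIs had one, against 26.8% of neurons at a median of 3333 UMIs.

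**Figure D1:**
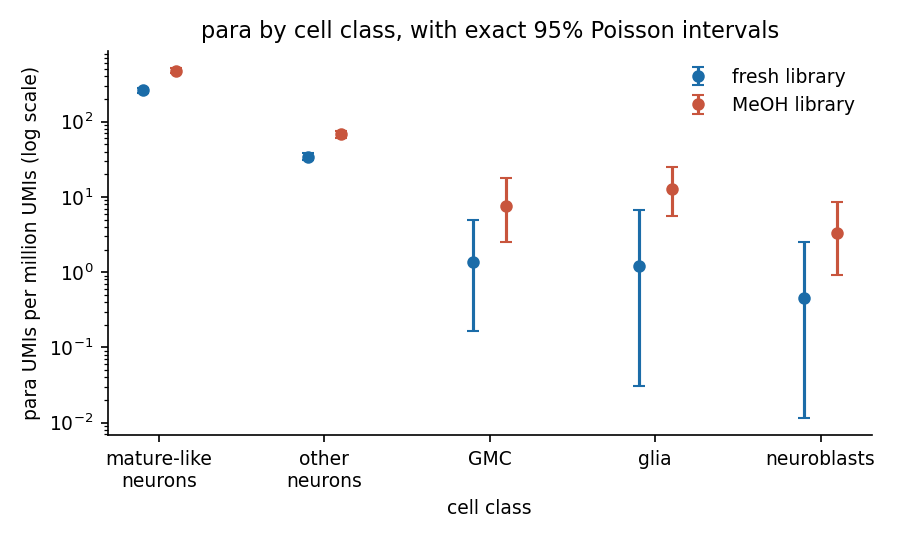
Summed para UMIs as CPM, on a log axis, in 5 cell classes of the fresh and the MeOH library, with exact Poisson 95% intervals. Of these classes mature-like neurons have the highest level in both libraries, 260 CPM in fresh and 475 CPM in MeOH cells.

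Within neurons, mature-like cells had 260 CPM of para (238 to 282) in the fresh library against 34.2 CPM (30.9 to 37.8) in other neurons, a ratio of 7.58. The MeOH values were 475 CPM (440 to 513) and 67.6 CPM (61.2 to 74.5), a ratio of 7.03. Over the 5 lines with at least 20 cells of both kinds, the mean log2 difference was 2.62 ± 0.48 (SD, n = 5), with mature-like neurons higher in 5 of 5 lines. The exact two-sided sign-flip p was 0.0625, the smallest that 5 lines allow, and 0.188 after adjustment over 3 comparisons, so the design could not reach 0.05 with these lines. With at least 10 cells per class, the difference over 7 lines was 2.45 ± 0.80 (SD) and higher in 7 of 7, with an exact p of 0.0156, or 0.0234 adjusted. Neurons against glia gave a log2 difference of 3.88 and neurons against neuroblasts 3.53, each over 2 lines, where the exact test can give no p below 0.5. Glia had no para UMI in either line, so the size of the first value is set by the pseudocount. A pseudocount of 1 gave 7.11 against glia and 5.68 against neuroblasts, and a pseudocount of 50 gave 1.91 and 1.82. With at least 10 cells per class, the difference from glia was 2.87 ± 1.15 (SD, n = 5) with an exact p of 0.0625, and it was lowest in DGRP-409, at 1.14, where glia had 85.6 CPM.

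Across lines, para in neurons ranged from 67.0 CPM (50.2 to 87.7) in DGRP-45 to 230 CPM (200 to 263) in DGRP-502, a ratio of 3.42. The mean over lines was 145.5 ± 57.7 CPM (SD, n = 7), and the variance between lines was 22.8 times that of counting error alone. Restricted to other neurons, where the range narrowed most, values ran from 50.8 CPM (35.9 to 69.7) in DGRP-409 to 82.0 CPM (66.4 to 100.1) in DGRP-761, a ratio of 1.62. These intervals overlapped. In mature-like neurons the range was 129 CPM in DGRP-45, from 10 cells, to 632 CPM in DGRP-409. The fresh other neurons, at 34.2 CPM, were below all 7 lines.

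**Figure D2:**
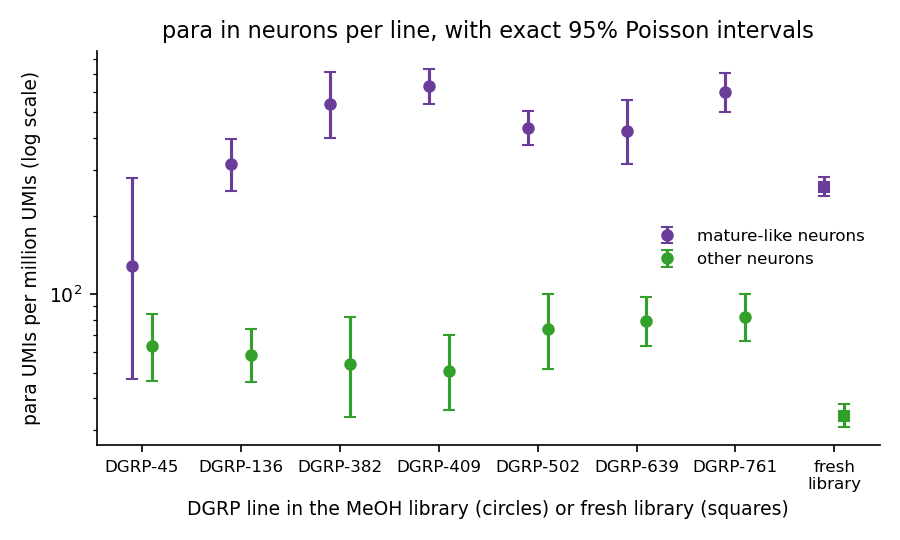
Para UMIs as CPM, on a log axis, in mature-like and other neurons of each DGRP line of the MeOH library and in the fresh library, with exact Poisson 95% intervals. Values for other neurons span 50.8 to 82.0 CPM over the lines, a narrower range than for mature-like neurons, and the fresh library has 34.2 CPM.

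Neurons with and without a para UMI were compared to ask which transcripts accompany para. At equal depth the 7 lines had between 19 and 48 neurons with a para UMI and between 30 and 150 without. Of 2119 genes tested with the edgeR quasi-likelihood test and Benjamini-Hochberg adjustment, 280 had an adjusted p under 0.05, 184 higher and 96 lower in neurons with a para UMI. Of these 280, 177 had the same sign in all 7 lines and 272 (97.1%) had the same sign in the fresh library, against 71.8% of the genes that were not called. Splits of the fresh neurons by 30 control genes, matched to para on detection in MeOH but not in fresh neurons, gave 16.8 to 95% for the same 280 genes. The median log2 difference of the higher genes was 0.76 over the lines and 0.89 in the fresh library, and that of the lower genes was -0.48 and -0.44. Among the called genes 54 differed by more than 1 log2 unit. Restricting the test to other neurons, with 6 lines, lowered the count to 3 of 1886 genes (103 at an unadjusted p under 0.05). Unthinned counts, where a para UMI also depends on the depth of the cell, raised it to 1128. When cells were matched on cluster within 6 lines, edgeR called 0 genes in each of 10 draws of 168 cells of each kind. Of 1367 to 1390 genes tested, 55 to 71 had an unadjusted p under 0.05. A share of 0.05 would pass that limit without any difference, so these counts show no clear excess. No other tool was run on these draws. Draws of the same size not matched on cluster gave 7 to 33 called genes. Without DGRP-409 the count was 175, of which 167 were among the 280.

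The 10 named genes were led by the pyruvate kinase gene PyK, higher by 1.47 ± 0.08 log2 units (SE over 7 lines), with 7 of 7 lines higher and an edgeR Benjamini-Hochberg adjusted p of 2.91e-06. Its mean level was 356 ± 201 CPM (SD) with and 125 ± 52.6 CPM without a para UMI, and its fresh log2 ratio was 2.20. IA-2 was higher by 1.94 ± 0.34 and futsch by 1.46 ± 0.24, with fresh values of 1.88 and 1.47. Sytbeta was higher by 1.90 ± 0.35, 7B2 by 1.17 ± 0.20 and CG4577 by 2.19 ± 0.36. The ecdysone receptor gene EcR was higher by 1.17 ± 0.15 and the GABA receptor gene Rdl by 1.54 ± 0.38. The neuronal gene fne was lower by a log2 difference of -0.75 ± 0.10, and the non-coding gene CR43283 by -1.62 ± 0.32. Adjusted p-values of these 9 genes in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment ran from 1.65e-05 to 4.85e-05. All 10 stayed called under the alternative tools, filters, depths and definitions of a neuron and without each line. In other neurons only 2 did, in the cluster-matched draws 0 did by edgeR, and in the unmatched draws of the same size 4 to 9 did.

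**Figure D3:**
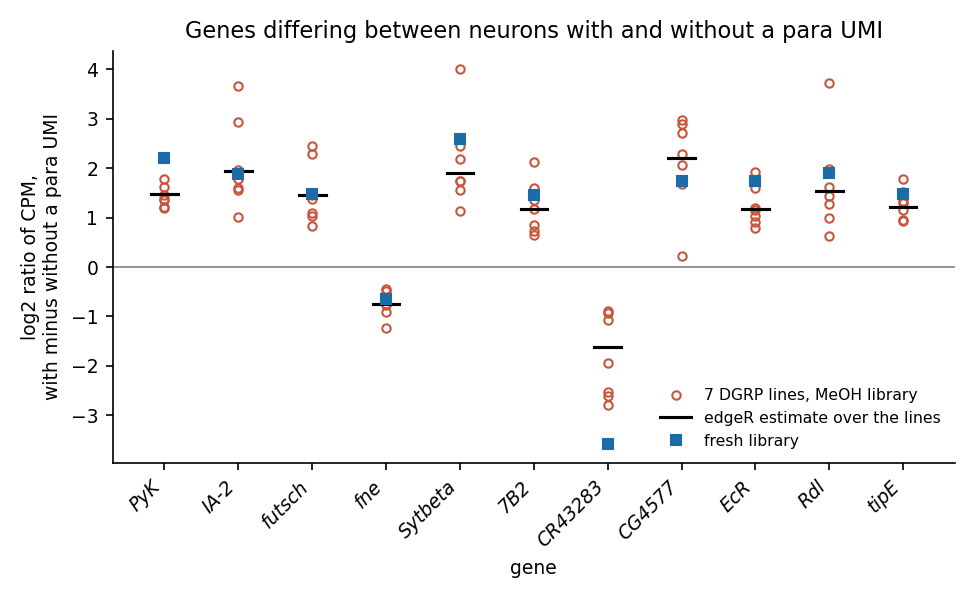
Log2 difference between neurons with and without a para UMI for the 10 named genes and tipE, with a circle per DGRP line, a bar for the edgeR estimate over the lines and a square for the fresh library. The 8 named genes that were higher, and tipE, lie above 0 in all 7 lines, and fne and CR43283 lie below 0 in all of them.

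Among fixed lists, synaptic genes were higher in neurons with a para UMI by a median of 0.51 log2 units, above all 10000 matched random lists. Of 20 synaptic genes 16 were tested, all 16 higher, and 9 were called over all genes and 10 adjusted over the list alone. Ion channel genes had a median of 0.53 at the 99.8th percentile, with 7 of 26 tested, 5 called over all genes and 5 adjusted over the list alone. The gene tipE, whose product associates with Para, was higher by 1.22 ± 0.11 (SE) in 7 of 7 lines, with an edgeR Benjamini-Hochberg adjusted p of 2.17e-04. Its fresh log2 ratio was 1.48. Receptor genes had a median of 0.36 at percentile 99.98, with 4 of 14 tested genes called over all genes and 7 adjusted over the list alone, 6 of these higher. Initial segment genes had a median of 0.01 (57.2nd percentile), with 4 of 6 tested. Of these edgeR called 0, also 0 adjusted over the list alone and 0 at an unadjusted p under 0.05, and DESeq2 called 0. In this test Ank2 differed by 0.08, Nrg by -0.15, alpha-Spec by -0.07 and beta-Spec by 0.10, with adjusted p from 0.501 to 0.829 in the edgeR test with Benjamini-Hochberg adjustment. In unthinned counts, with 5 genes tested, edgeR called 1 over all genes and 1 adjusted over the list alone. This was Shal, which is also an ion channel gene, higher by 0.92 with a Benjamini-Hochberg adjusted p of 0.0202. In unthinned counts neurons with and without a para UMI are not matched on depth. Immature neuron genes had a median of -0.45 at percentile 0.83, with 3 of 13 tested and 2 called, also 2 adjusted over the list alone. Fewer than 3 glial or activity-regulated genes passed the filter. In unthinned counts 5 activity-regulated genes had a median of 0.45 (percentile 97.47), with 2 called over all genes and 2 adjusted over the list alone. Glial genes were measured in unthinned fresh neurons, with a median of 0.24 (69.7th percentile). In the fresh library the medians were 0.71 for synaptic, 1.12 for ion channel, 0.70 for receptor, 0.09 for initial segment, -0.76 for immature and 0.79 for activity-regulated genes. Restricting the test to other neurons moved the synaptic median most, to 0.00. This fall is partly built in, because 6 of the 16 tested synaptic genes are the markers that set mature-like clusters apart. Without these 6, the synaptic median was 0.27 (percentile 99.44) in all neurons and 0.00 (percentile 54.5) in other neurons.

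**Figure D4:**
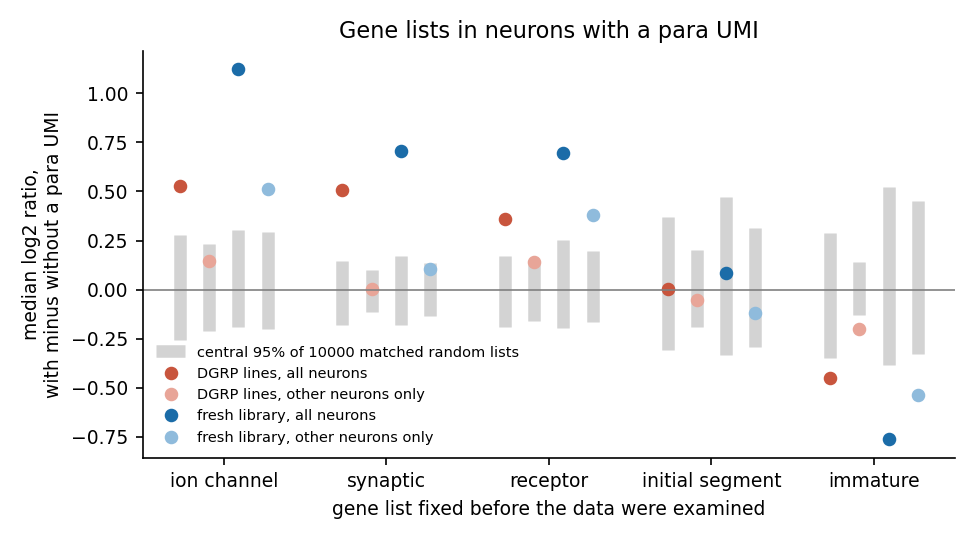
Median log2 difference of each gene list between neurons with and without a para UMI, over the lines of the MeOH library and in the fresh library, in all neurons and in other neurons only, with the central 95% of matched random lists in grey. In all neurons the synaptic list lies at 0.51 over the lines and the initial segment list at 0.01, inside the random range.

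The libraries were compared to ask how far fixed cells of the pooled lines resemble fresh cells in expression, with strain, fixation and preparation varying together. Over 7510 genes, log2 CPM values had a correlation of 0.925 across genes, which are not independent replicates, and 91.4% of genes were within 2 fold. Mitochondrial genes were higher in the MeOH library by a median of 1.36 log2 units, 14 of 14 higher and above all 10000 random lists. Heat-shock genes were lower by a median log2 ratio of -0.86, below all random lists, with 1 of 10 higher. Ion channel genes had a median of 0.49 (100th percentile), activity-regulated genes 0.47 (96.5th), synaptic genes 0.13 (94.2nd) and ribosomal protein genes -0.08 (4.09th). The ratio of para was 0.97 on the log2 scale. The median of all genes was -0.06. The mitochondrial median moved most with the cells used, to 0.67 in glia only, and activity-regulated genes changed direction there, to -0.17.

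**Figure D5:**
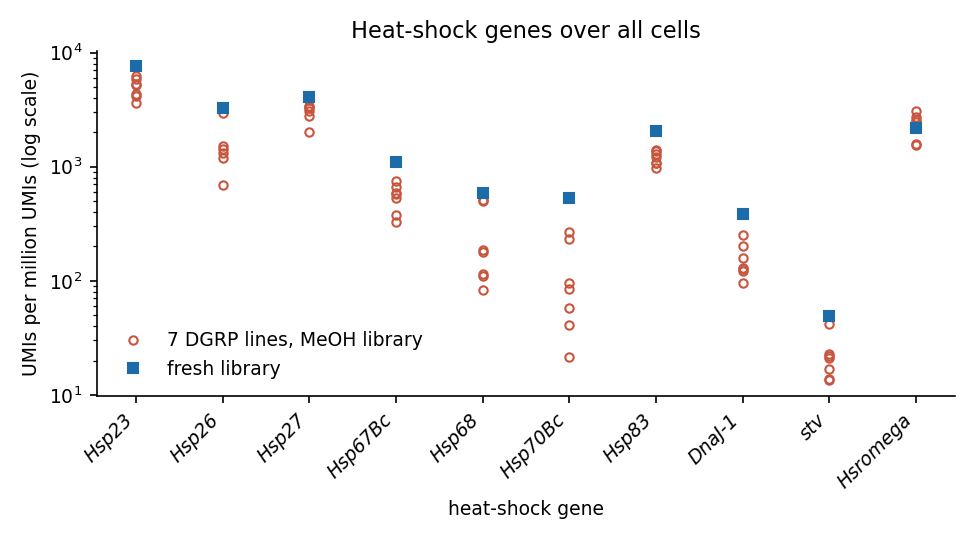
Heat-shock gene levels in CPM, on a log axis, in the fresh library and in each DGRP line of the MeOH library. For 9 of 10 genes all 7 lines lie below the fresh library, the exception being Hsromega.

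For 7 of the 10 largest ratios between the libraries, a single cell held over 50% of the gene's UMIs. Without that cell, 5 of the 7 still differed by more than 2 fold in the same direction and 2, Obp69a and Cpr12A, did not. The neuropeptide gene Eh had 695 CPM (681 to 709) in the MeOH library and 0.0506 CPM (0.00128 to 0.282), from 1 UMI, in the fresh library, and 98.4% of its 9195 MeOH UMIs were in 1 cell. Single cells also held 82.2% of 1219 Hug UMIs, 66.2% of 2003 Pdf UMIs and 89.4% of 4292 Peritrophin-15b UMIs, all in the MeOH library. In the fresh library they held 74.8% of 1711 CG34296 UMIs, 98.4% of 246 Obp69a UMIs and 94.9% of 118 Cpr12A UMIs. Without the top cell 677 Pdf UMIs were left, and a second cell held 512 of them. The Pdf ratio without the top cell therefore still rests largely on 1 cell. For CG34296 a second cell held 209 of the 432 UMIs left. Log2 ratios without the top cell were 7.23 for Eh, 7.76 for Hug, 8.18 for Pdf, 6.32 for Peritrophin-15b and -4.66 for CG34296. Among other neurons they were 7.44 for Eh, with 0 fresh UMIs and at least 28.7-fold higher against a floor of 3 UMIs, 5.95 for Hug, 4.92 for Pdf, 7.71 for Peritrophin-15b and -2.77 for CG34296. Obp69a had 2 UMIs in each library there and a log2 ratio of 0.93, the reverse direction. CG44250 had 120 UMIs in 12 fresh cells and 2 in the MeOH library. Drsl6 had 341 UMIs in 185 MeOH cells and 0 in the fresh library, at least 169.7-fold higher against a floor of 3 UMIs over the library. DGRP-639 held 308 of these UMIs, at 152 CPM, and the other lines had 1.52 to 3.98 CPM, so 1 line mostly sets this bound. CR45446 had 434 UMIs in 385 fresh cells and 0 in the MeOH library, at least 96.9-fold higher against the same kind of floor.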

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

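Of the tests reported here, those on counting error in the fresh library, on barcodes that hold several cells and on barcodes with few UMIs were chosen only after the result was seen. Cell counts, depth, class shares and para levels were also compared over the 7 lines with Dixon's test for a single extreme value, and no line was past its critical value. The nearest was DGRP-45, where the log2 difference of para between mature-like and other neurons, 0.92, left a gap of 0.536 of the range over the lines.

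Among the 280 genes called between neurons with and without a para UMI, 6 changed one way in all 7 lines and the other way in the fresh library. Uch was higher by 0.48 over the lines and differed by -0.081 in the fresh library. The values were 0.80 and -0.040 for fred and 0.69 and -0.073 for Sur-8. Genes lower over the lines were Ctr9 (-0.69, with 0.092 in the fresh library), CG6115 (-0.39 and 0.024) and esn (-0.71 and 0.17). The difference between the libraries was not tested. Counting error in the fresh library may explain the sign of its values, since all 6 of its counting intervals cover 0. All 6 intervals also leave out the value of the lines, so the size of the difference is not explained by counting error of the fresh sums alone. These genes were picked from 280 for their signs. Strain and fixation, which differ together, stay open and untested.

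Barcodes outside the metadata table also held para. In the fresh library 76 such barcodes had 40.5 CPM (34.1 to 47.7), against 48.0 CPM in listed cells, at a median of 40565 UMIs. A candidate explanation is that such a droplet holds several cells. UMIs of the glial gene repo together with a neuronal marker occurred in 6.58% of them against 2.39% of listed cells, but deeper barcodes have more chances of both. At an equal depth of 3627 UMIs the shares were 2.57% (0.302 to 9.10) and 0.843% (0.514 to 1.30). The intervals overlap, so at 76 barcodes single and several cells cannot be told apart by this test. The listed cells end at 43683 UMIs, and 35 of the 76 barcodes were above this, so a maximum of UMIs in the authors' filter stays open for these and does not account for the other 41.

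In the MeOH library 222 barcodes have a line and are not listed. Their para level was 58.3 CPM (50.1 to 67.5), against 94.0 CPM in listed cells. Repo with a neuronal marker was found in 11.3% of these barcodes against 4.05% of listed cells, at a mean of 13751 against 4874 UMIs. At an equal depth of 2015 UMIs the shares were 3.12% (1.26 to 6.35) and 1.52% (1.09 to 2.05). These intervals overlap, so single and several cells cannot be told apart here either. Their median mitochondrial content was 5.40%, against 2.28% in listed cells. The highest deposited value of a listed cell was 4.77%, below the median of these barcodes. A filter on mitochondrial content would give this and stays open too.

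A further 970 MeOH barcodes have no line. They had 74.2 CPM of para (65.7 to 83.3). A possible explanation is that they had too few UMIs for a line to be assigned, and their median of 3011.5 UMIs (2905 to 3107) was below the 3564 of listed cells. At 2015 UMIs repo with a neuronal marker occurred in 1.68% (0.965 to 2.70) of them, within the range of listed cells, but cells of different lines in 1 droplet need not carry repo, so droplets with several cells cannot be told apart from single cells here. No biological explanation was tested for barcodes outside the table.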

How the results depend on the processing

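The alternatives that use other neurons only, single cell classes, cluster 1 or 31, cells matched on cluster, the synaptic list without markers or the libraries without a top cell were chosen after seeing the data. No paired analysis was possible because the groups share fewer than 2 replicate numbers.

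The count of genes that differ with a para UMI was 280 (184 higher, 96 lower). It stayed within 1.5 times under other normalization factors, without repo or high-UMI cells, in neurons with an nSyb UMI and with cluster 1 or cluster 31 included (268 genes with cluster 31). No gene was called in the opposite direction under any alternative. With DESeq2 159 genes were called, 108 higher and 51 lower, all among the 280. Without a filter on low counts there were 443, 287 higher and 156 lower, of 8556 genes tested. Unthinned counts bring more UMIs, the 866 MeOH neurons below the depth limit and 4561 tested genes, and a para UMI then also depends on the depth of the cell. They gave 1128 genes (656 and 472), and 265 of the 280 were shared. Neurons chosen by marker genes gave 572 (337 and 235), with 230 shared. Without the line block 57 genes were lower. For the DESeq2 and line block alternatives the cause was not tested. The marker rule also takes in cells outside the neuron clusters, with 2166 fresh cells against 1724 fresh neurons. How far this sets its 572 genes was not tested. Among other neurons only, with 6 lines and 1886 genes, 3 were called, 1 higher and 2 lower, and 206 of 234 genes kept their sign. Of the 10 named genes, 7 were no longer called there, 2 were, and CG4577 was not tested. Fewer cells and the loss of the contrast between mature-like and other neurons both belong to that alternative. With 168 cells of each kind matched on cluster, edgeR called a median of 0 genes (0 higher, 0 lower), against 19.5 (13 and 6) in as many cells not matched. The matched draws had a median of 60.5 genes at an unadjusted p under 0.05, of 1367 to 1390 tested. Leaving out each line in turn gave 175 to 273 genes, 108 to 176 higher and 66 to 99 lower, the lowest count without DGRP-409.

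The medians of the fixed lists kept their direction and side of the 95% range of random lists in unthinned counts, nSyb neurons and unmatched lists, except for the initial segment list, at -0.045 in unthinned counts, where Shal was called. Among other neurons only the medians were 0.00085 for synaptic, 0.14 for ion channel, 0.14 for receptor and -0.052 for initial segment genes, while the immature list, at -0.20, stayed below the random range. Among other neurons of the fresh library ion channel genes, at 0.51, and receptor genes, at 0.38, stayed above the random range, and immature genes, at -0.54, stayed below it. Synaptic genes, at 0.10, were inside it, and so were activity-regulated genes, which reversed from 0.79 to -0.31. Without the 6 markers of mature-like clusters the synaptic median was 0.27 in all neurons and again 0.00085 in other neurons. The causes were not tested.

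All MeOH barcodes had a median of 3393 UMIs, 1290 genes and 2.36% mitochondrial content. Of the barcodes outside the table, the 970 without a line had a median of 3011.5 UMIs and the 222 with a line 3788.5. The cause was not tested. Without cells above the 95th percentile of UMIs, neurons were 75.9% of fresh and 66.4% of MeOH cells and neuroblasts 4.41% and 3.80%, since neuroblasts are among the cells with most UMIs. Fresh neurons then had 64.7 CPM of para. With classes set by marker UMIs, neurons had 52.5 CPM in the fresh and 105.7 CPM in the MeOH library, and glia had 0 CPM in both, which allows up to 7.71 CPM in fresh and 7.90 CPM in MeOH glia. This is by construction in part, since such glia have no neuronal marker UMI. Counting cluster 1 as neurons gave 125 CPM in MeOH neurons. Without thinning 24.9% of fresh neurons had a para UMI, as deeper cells have more chances of one.

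Pseudocounts of 1 and 50 moved the difference between neurons and glia to 7.11 and 1.91 and that from neuroblasts to 5.68 and 1.82, because glia of both lines and neuroblasts of DGRP-761 had no para UMI. With at least 10 cells per class, more lines entered the tests on para. The difference between neurons and neuroblasts was then 3.50 and that between mature-like and other neurons 2.45, each with an exact sign-flip p of 0.0156. Neurons against glia fell from 3.88 to 2.87 over 5 lines, with an exact p of 0.0625. Lines with at least 50 cells were too few for a test. Leaving out each line gave differences of 2.42 to 2.71 for mature-like against other neurons. Where 2 lines were left, they were 3.53 for neurons against neuroblasts and 3.88 against glia. Leaving out 1 of these lines left 1 line and no test, with 2.91 to 4.14 and 3.62 to 4.14. The ratio of the highest to the lowest line was 1.62 among other neurons, and the cause is weighed among the other observations.

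Between the libraries, heat-shock and mitochondrial genes kept their direction and their place outside the random range under all alternatives. Activity-regulated genes passed the upper limit in neurons, at 0.53, and stood at -0.17 in glia. Ribosomal protein genes passed the lower limit with a minimum of 30 UMIs (-0.076) and in other neurons (-0.071). Synaptic genes passed the upper limit in other neurons (0.21) and were at -0.042 in neuroblasts and GMC. Ion channel genes were inside the limits there, at 0.45, with 3 genes left. Obp69a reversed to 0.93 in other neurons, where 2 UMIs per library are left, and to 0.21 without its top cell. Apart from Obp69a, the causes were not tested.

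Counting error limits the classes with few cells. The fresh glial value of para rests on 1 UMI, and 3 counts among fresh Hey+ neurons correspond to 8.72 CPM.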

Other observations

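Tests written before their result was seen were those on mature-like clusters and on the mix of all clusters among the called genes, on long genes, on roX transcripts and transcripts of other lines in cluster 1, and on the glycolysis and proton pump lists. The other tests here were chosen only after the result was seen, and so were the lists of glycolysis and proton pump genes themselves.

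The count of 280 genes was compared with other splits of the 14 sums that exchange the sums with and without a para UMI within lines. Of 64 splits 1, the real one, gave as many genes. The next gave 103 genes, from exchanging DGRP-45 alone, and the third 2. Splitting the same neurons by 30 control genes, detected in 257 to 263 neurons against 261 for para, gave at most 42 genes (CG34383), a median of 1, and 0 genes in 11 of the 30. The count therefore exceeds what chance or a split by any of these genes gave. The sign in all fresh neurons does not set para apart as clearly, since 97.1% of the 280 genes had the sign of the lines and splits by control genes gave 16.8 to 95%. The control genes were matched to para on detection in MeOH neurons and not in fresh neurons.

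A different mix of clusters could produce such a list, since clusters differ in para. At an equal mix of all clusters, 69.6% of the 280 genes kept their sign in the fresh library, above the 39.6 to 65.0% of splits by control genes. These control genes were not matched to para on detection in that library. The median difference of the 280 genes in the called direction fell from 0.70 to 0.10. Over 6 lines, cells matched on cluster gave 0 genes called by edgeR in each of 10 draws. Of 1367 to 1390 genes tested, 55 to 71 had an unadjusted p under 0.05, no clear excess over the share of 0.05 that no difference would give. Draws of the same size without matching gave 7 to 33 called genes and 127 to 190 at an unadjusted p under 0.05. The mix of clusters may therefore account for much of the list. A remainder within clusters is not excluded by the fresh signs and not shown over the lines, and these cannot be told apart with 168 cells of each kind. Mature-like clusters alone were tested among other neurons, where 80.7% of the genes kept their sign in the fresh library, above the 34.3 to 76.1% of the controls, with a median of 0.25, while the lines gave 3 called genes. Those neurons still span many clusters, so the share from mature-like clusters and that from others cannot be told apart there. Among fresh mature-like neurons 56.1% kept their sign, within the control range of 34.6 to 62.1%.

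Glycolysis genes came to notice because several, PyK among them, had small p-values over the lines. Over the lines their median was 1.15, above all random lists, with 10 of 12 tested and 10 called over all genes and 10 adjusted over the list alone. Both lists were chosen on these samples, so the counts adjusted over the list alone are not independent evidence. In the fresh library 12 of 12 were higher, with a median of 1.65 at the 100th percentile. Since PyK was named partly for its sign in the fresh library, the other 11 genes were also taken alone, and their fresh median was 1.60 at the 100th percentile. Among other neurons the 12 genes had a median of 0.17 at percentile 92.99 in the fresh library and 0.13 at percentile 95.19 over the lines, both inside the random range, which is consistent with a source in the share of mature-like neurons. Proton pump genes had a median of 0.78 over the lines, with 15 of 16 tested, 11 called over all genes and 12 adjusted over the list alone. Their fresh median was 0.80, also at the 100th percentile. Among other neurons it was 0.21 at percentile 99.1 in the fresh library, above the random range, but 0.095 at percentile 90.15 over the lines, inside it, where edgeR called 0 of 11 tested. The share of mature-like neurons and a link within other neurons cannot be told apart for these genes.

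Neuronal para was higher in the MeOH library than in the fresh library. Free RNA was tested through glia, which rose by 11.6 CPM. This was 34.8% of the rise of 33.4 CPM in other neurons and 5.39% of that of 216 CPM in mature-like neurons. Free RNA at that level cannot account for the whole rise. The MeOH glial value rests on 8 UMIs in 4 cells, and neuroblasts rose by 2.86 CPM, less than glia. A different mix of neuron clusters was tested within clusters. Para was higher in the MeOH library in 17 of 20 clusters, with a median ratio of 2.08, which argues against a mix. The exceptions were G-KC, at a ratio of 0.62, and clusters 22 and 26. Long genes as a class may be higher in the MeOH library. The 350 genes with a span within 2 fold of that of para, in the Ensembl annotation, had a median log2 ratio of 0.47 in neurons against -0.09 for all genes, and 88.3% of genes had a span. The value of para, 1.06, was at percentile 89.1 among them. Across genes, which are not independent replicates, the rank correlation of span and ratio was 0.286. Matched on span in place of expression, the ion channel list moved from percentile 100 to 97.8, the synaptic list from 95.6 to 27.6 and the receptor list from 99.9 to 80.9. A share of the rise may go with gene length, but para is above most genes of like span, so length and a change specific to para cannot be told apart. Strain also stays open, because the lowest line had 50.8 CPM in other neurons against 34.2 CPM in the fresh library, and strain, fixation and preparation differ together.

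Cluster 1 was nearly confined to the MeOH library, with 397 of its 410 cells. Its share was 34.9% of DGRP-502, 26.8% of DGRP-409 and 14.8% of DGRP-761, against 4.13 to 7.14% in the other 4 lines. Its cells had a median of 4904 UMIs against 3208.5 in other neurons. A neuron type of its own would lack markers of other classes, but all 19 glial, neuroblast and cycling markers were higher than in other neurons, with a median ratio of 6.45. Droplets that hold RNA of many cells are a candidate explanation. The summed profile of cluster 1 ranked 1 of 30 clusters by correlation with the rest of the MeOH library, at 0.978 against 0.948 for the next. The roX transcripts, made in males, were nearly absent (at most 1 UMI) in 2.16% (0.706 to 4.98) of 231 cluster 1 cells of 3 lines, where neurons of the same lines would give 28.5%, which is consistent with RNA from both sexes. Transcripts that a line lacks reached 18.9% (16.8 to 21.1) of their level in other lines, against 9.79% (8.39 to 11.3) in neurons. This was uneven, at 61.4% against 21.3% in DGRP-409, 38.0% against 48.2% in DGRP-502 and 4.98% against 4.34% in DGRP-761, so RNA of the same line and of other lines cannot be told apart. No biological explanation was tested beyond a neuron type of its own.

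Heat-shock genes were lower in the MeOH library in each class tested. The class with the median nearest to 0 was glia, at -0.66, so a different mix of cell classes cannot be the whole cause. Of 10 genes, 9 had all 7 lines below the fresh library, which strain could also give if the fresh strain is high. Strain, fixation and stress during preparation cannot be told apart with 1 fresh genotype.

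Some of the largest ratios between the libraries may reflect rare cells that were caught in 1 library, as 7 of the 10 genes had over 50% of their UMIs in 1 cell. Without that cell Obp69a and Cpr12A were within 2 fold, but the other 5 genes were not. For Pdf a second cell held 512 of the 677 UMIs left, and for CG34296 209 of 432, so rare cells stay open there. RNA set free from other cells would reach unrelated classes alike. For Eh, 150 UMIs in 133 other cells remained, and its level in glia, neuroblasts and GMC was 1.02 times (0.565 to 1.78) that in other neurons. Over the lines Eh varied by 0.932 times counting error, so free RNA may account for what remained. For Hug the ratio was 0.808 (0.428 to 1.45), but the lines varied by 2.45 times counting error. For Pdf it was 0.529 (0.258 to 0.999) per UMI and 0.816 (0.398 to 1.54) per cell, and for Peritrophin-15b 0.541 (0.402 to 0.717) and 0.824 (0.612 to 1.09). Free RNA and expression in many cells cannot be told apart for these 3 genes, since the test has few UMIs and depends on whether free RNA scales with depth. CG34296 had 301 CPM (256 to 352) in fresh SUR cells without the 2 cells with most UMIs, from 4 cells, against 3.92 CPM (2.86 to 5.24) in other neurons, so free RNA is not the whole cause there. Single cells do not account for Drsl6, where the top cell held 2.93% of UMIs, or for CR45446, where it held 0.691%. Drsl6 may differ between strains, since DGRP-639 had 152 CPM and the other lines 1.52 to 3.98 CPM. For CR45446 a strain variant or a difference between preparations stays open and untested.

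Differences in neuronal para between lines went with their share of mature-like neurons. This relation is partly built in, because neuronal para is a mix of mature-like neurons, at 475 CPM in the MeOH library, and other neurons, at 67.6 CPM. The p-values of the relation are therefore not independent evidence for it. Over 7 lines Pearson's r was 0.904 (exact permutation p 0.00218, adjusted over 2 relations 0.00437) and Spearman's rho 0.929 (exact permutation p 0.00675, adjusted 0.00675). Without the 2 lines farthest from the median share, r was 0.815 over 5 lines. At 1 common share the ratio of the highest to the lowest line was 2.36 in place of 3.42, so the share is not the whole cause. Without DGRP-45, which has 10 mature-like neurons, that ratio was 1.67. The observed values without DGRP-45 ran from 99.1 CPM in DGRP-136 to 230 CPM in DGRP-502. The 1.67 belongs beside this range and not beside 3.42. The remaining difference may be strain or the subtypes within the mature-like clusters, and neither was tested.

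The summed roX counts of neurons fell into a low and a high mode, and 22.3 to 70.5% of neurons per line were in the high mode, against 52.8% in the fresh library. The X-linked gene para differed between the modes by a mean log2 of -0.31 ± 0.43 (SD) over 6 lines, higher in 1 of 6, with an exact sign-flip p of 0.0938 where 0.0312 is the smallest possible. DGRP-382, with 12 neurons in the high mode, was left out of these lines and had a log2 difference of 0.26. The fresh value was -0.17. No difference in para between the sexes could be shown at this depth.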
